A study of Macaca mulatta with 7 samples. Its data were reported in "Single-cell analysis reveals region-heterogeneous responses in rhesus monkey spinal cord with complete injury" (2023).

How the data were processed

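Nuclei were isolated by the authors with a glass dounce grinder in lysis buffer and processed on the 10x Chromium v3 platform, 1 library per group, for 7 libraries. The authors aligned the reads to the Mmul_10 genome with Cell Ranger 6.0.0, per the file headers, and deposited 1 matrix of UMI counts per library, with 35432 Ensembl gene identifiers. The release of the gene annotation they used is not stated. The values are whole UMI counts, not normalised. The lowest UMI count of a barcode was 500 to 504 in every matrix, so barcodes had been selected before deposition. The authors also removed doublets with DoubletFinder and integrated libraries in Seurat for their own analysis. Those steps were not rerun here.

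Symbols were taken from the matrices, and 959 identifiers without one were named from the reference table of Mmul_10. UMIs of identifiers that share a symbol were summed, which gave 28966 symbols or identifiers. The 13 mitochondrial and 5 hemoglobin genes served for the filter. Gene positions are from the RefSeq annotation of Mmul_10.

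Barcodes were kept with over 500 genes, over 1000 UMIs, under 10% mitochondrial and under 5% hemoglobin UMIs, as the study's methods state. This removed 2248 barcodes. Scrublet scores (scanpy 1.11.5) were computed per library and the highest 5% removed, 3354 nuclei. Free RNA was not subtracted, and background is given from classes taken to lack a gene. UMI counts were scaled to 10000 per nucleus and log-transformed, over genes seen in at least 10 nuclei. From 2000 variable genes, 30 principal components gave a shared-neighbour graph of 20 neighbours, clustered by the Leiden method at resolution 1 with seed 1 and without integration of libraries. Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, anndata 0.12.19 and matplotlib 3.10.9.

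A cluster was named for the class with the highest marker score, out of 11 classes. The score is the mean over a class's markers of the cluster's CPM as a share of the highest CPM in any cluster that holds at least 0.2% of nuclei. That highest CPM was set to at least 50 and shares were capped at 1. At least 3 markers had to be detected in 10% of the cluster's nuclei. A cluster stayed unnamed if another class had more markers among its 10 leading genes. It also stayed unnamed if its median UMI count was under that of the library divided by 3 with no own marker among the leading genes. Markers of a second class, with a score over 0.5 of the best, or over 0.3 with 5 of the 10 leading genes highest in that class, left it unnamed too. This rule replaced an earlier pair of rules after clusters of the data had been seen, its thresholds for mixtures were set on these data, and both earlier rules are among the alternatives. Names are given as "-like" because no label of the deposited data states a cell type. Neuron-like nuclei were clustered again in the same way with transmitter markers left out of the variable genes. Sub-clusters were named excitatory, inhibitory or cholinergic by the same score and left unnamed where a second group exceeded 0.2 of the best. The rules for classes on leading genes and UMI counts were not applied to sub-clusters, 1 of which, of 128 nuclei, has leading genes that go against its name. Leaving out sub-clusters with a median UMI count under the library's neuron-like median divided by 3 is an alternative added after the data were seen.

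Class shares are of all kept nuclei, with exact Clopper-Pearson 95% intervals, and differences of shares carry Newcombe intervals. For expression, UMIs of a class were summed per library and divided by the class total (CPM), with exact Poisson intervals. Ratios to intact lumbar cord carry exact conditional binomial intervals. With 1 library per group no test between groups, no p-value and no count of changed genes was made, since nuclei of 1 library are not replicates. A value of an injured library was set against the range of the 3 intact segments, which describes spread between segments and is no replicate error. By the study's account the 3 segments come from 1 uninjured animal, so the range holds no spread between animals. Of the 46 genes fixed in advance, counted per class, 36 are named in the study's text. The others are APOE, LPL, P2RY12, CX3CR1, GAD1, SLC6A5, CHAT, SPRR1A, ATF3 and GAP43, which the plan had also called genes of the study. SPRR1A, 1 of the neuron genes, was not found. The result of 1 of these genes is not reported here, and it is not counted among the alternatives. A further 30 genes were named by a rule: per class, the 3 genes with the largest rise and the 3 with the largest fall, ranked by the smallest absolute log2 ratio (CPM + 1) over the 4 injured libraries. They had to have a symbol, change the same way in all 4 and lie outside the range of the 3 intact libraries in all 4, with at least 50 UMIs on the higher side. In the library where the class level was highest, the CPM had to be at least 0.5 of that in the class with the highest CPM of the gene. Mitochondrial, ribosomal protein and class marker genes were left out. Shares of nuclei with a UMI were taken after random thinning of each nucleus to 1000 UMIs, and unthinned.

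The 11 gene lists were written by hand: autophagy (35 of 35 genes found), RNA splicing (43 of 45), starvation response (30 of 30), phagocytosis and lipid handling (30 of 30), homeostatic microglia (14 of 18), myelination (19 of 20), axon growth (36 of 38), synapse and ion channels (49 of 49), interferon response (30 of 31), proliferation (18 of 18), and immediate early and heat shock (22 of 24). Of their genes, 1 of the phagocytosis, 2 of the homeostatic, 6 of the myelination, 1 of the axon growth and 4 of the synapse list were also class markers. The random lists were matched on mean expression in 20 bins. For the overall difference, nuclei and UMIs were drawn to the same number per class, 1042 nuclei per library for microglia-, 1737 for oligodendrocyte-, 225 for OPC-, 98 for astrocyte- and 803 for neuron-like nuclei, over genes with a mean of at least 50 CPM.

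The alternatives were a filter of over 1000 genes and over 2000 UMIs, no filter, 0 or 10% of nuclei removed as doublets, resolutions 0.5 and 2, each library clustered alone, classes named per nucleus with and without thinning, the mean of the 3 intact libraries as reference, median-of-ratios size factors, the mean over nuclei in place of sums, a pseudocount of 10 CPM, lists limited to genes of at least 50 CPM, thinning to 2000 UMIs, and, for the overall difference, genes from 20 CPM and no thinning. The calculations were tested on simulated data drawn from the gene proportions of intact lumbar microglia-like nuclei at the class totals of intact lumbar cord and 7 dpi, with 200 of 3775 genes changed. The 95% intervals held the true ratio for 94.9% of genes. A raised list of 30 genes was at percentile 100, and 1 of 100 unchanged lists fell outside the central 95%. The estimated SD was 0.48 against a true 0.46, and 0.07 with no change. The simulated counts were independent Poisson draws, without variation between nuclei, animals or libraries and without correlation of genes. They check the calculation and not how often real libraries differ. Among the 10 real intact comparisons, the myelination list was above the central 95% in 8 and below it in 2. Depth limits what can be seen: 0 UMIs of a gene in intact lumbar microglia-like nuclei still allow 0.503 CPM. Libraries from other regions that the study describes were not used here.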

Results

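Single-nucleus RNA-seq tags the RNA of individual cell nuclei in droplets and counts it as unique molecular identifiers (UMIs). It was carried out on 7 libraries of rhesus monkey (Macaca mulatta) spinal cord, with 1 library in each group. The cervical, thoracic and lumbar segments of intact cord gave 3 libraries, all from an age of 5 years. Lumbar cord below a complete thoracic injury gave the other 4, taken 7, 14 and 30 days post injury (dpi) and 6 months post injury (mpi) at ages of 7, 7, 6 and 6 years. Time point, animal, age and library preparation therefore coincided. By the study's account the 3 intact segments come from 1 animal, so the intact range used below holds no spread between animals. No difference between groups has a replicate check, no test between groups was made, and every interval below covers counting error only.

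The matrices held 69332 barcodes and 777183139 UMIs. Intact cervical cord gave 9966 barcodes with 124249162 UMIs, intact thoracic cord 12015 with 129257969 and intact lumbar cord 11735 with 150987900. The injured lumbar libraries gave 9840 barcodes with 86343941 UMIs at 7 dpi, 10145 with 110364508 at 14 dpi, 9497 with 130900528 at 30 dpi and 6134 with 45079131 at 6 mpi. The filter that the study's methods state left 67084 barcodes. Removing the 5% of each library with the highest doublet scores then left 63730 nuclei, 91.9% of the barcodes. The median UMI count per kept nucleus was 6965.5 in cervical, 6932.5 in thoracic and 6186.5 in lumbar intact cord, and 4836, 5341, 7355 and 3191 at 7, 14, 30 dpi and 6 mpi. The 6 mpi library was the shallowest.

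Clusters of the nuclei of all libraries were named from markers fixed before the data were examined, as oligodendrocyte-, oligodendrocyte precursor (OPC)-, astrocyte-, microglia/macrophage- (below, microglia-like), neuron-, ependymal-, endothelial- and T cell-like. No cluster met the rule for pericyte/mural-, fibroblast- or Schwann-like nuclei. Many clusters came mostly from 1 library and may be that library in place of a cell type. Of the microglia-like clusters, one of 4351 nuclei had 4024 from 14 dpi and was led by immune and stress genes such as TNF, CD74, FOS and FOSB. Another of 3915 had 3423 from 30 dpi and was led by MSR1, ITGAX and GPNMB. A cluster of 2838 had 2686 from 7 dpi and was led by CD74, APOC1 and C3, and one of 1208 had 1099 from 6 mpi and was led by GPNMB, CHIT1 and CCL3. The largest, of 5638, had 31 nuclei from 6 mpi and 2, 1 and 5 from 7, 14 and 30 dpi, and its leading genes included MRC1, CX3CR1 and FKBP5. A cluster of 525 nuclei, 291 of them from intact lumbar cord, was led by IL1B, CXCL8, NR4A2 and PTGS2. An oligodendrocyte-like cluster of 44 nuclei, all from 7, 14 and 30 dpi, was led by the interferon genes IFIT1, MX1 and USP18. For this reason the clusters of each class were pooled before libraries were compared. The exception is 1 OPC-like cluster with MKI67 among its leading genes, whose nuclei are counted per library among the flagged results. Nuclei in unnamed clusters made up 3.34%, 5.10% and 3.25% of the intact cervical, thoracic and lumbar libraries and 0.976%, 2.81%, 2.26% and 3.09% of those at 7, 14, 30 dpi and 6 mpi. They included a cluster of 977 nuclei with low UMI counts (2.74% of intact lumbar nuclei and 0.384% at 7 dpi) and one of 390 with markers of both oligodendrocytes and astrocytes (3.05% of thoracic nuclei).

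The first comparison asked how cell classes differ between segments of the intact cord. Oligodendrocyte-like nuclei made up 47.2% of the cervical library (95% CI 46.2 to 48.2), 35.9% of the thoracic (35.0 to 36.8) and 32.1% of the lumbar (31.2 to 32.95). The cervical share was 15.1 percentage points above the lumbar one (13.8 to 16.5), and this difference moved most, to 8.79, when the mean of the 3 intact libraries replaced the lumbar one. Neuron-like nuclei made up 13.1% (12.5 to 13.8), 7.30% (6.82 to 7.80) and 26.2% (25.3 to 27.0) in the same order. The share of microglia-like nuclei varied less, at 17.9% (17.1 to 18.7), 22.9% (22.1 to 23.7) and 19.2% (18.5 to 19.98). OPC-like nuclei made up 7.51%, 13.2% and 6.82%, and astrocyte-like nuclei 9.66%, 13.1% and 9.01%, so the thoracic library was highest in both. Ependymal-like nuclei numbered 319 in the lumbar library (2.94%) against 63 and 109 in the other 2. Between all 3 segments the oligodendrocyte- and neuron-like differences exceeded counting error. Intervals of cervical and lumbar cord overlapped for OPC-like (6.98 to 8.07 and 6.35 to 7.31) and astrocyte-like shares (9.07 to 10.3 and 8.48 to 9.57). They also overlapped for microglia-like shares, as did those of cervical and thoracic cord for ependymal-like shares. Each segment was sampled once, so all these differences include dissection and library preparation.

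The second comparison followed the spared lumbar cord after injury. The share of microglia-like nuclei rose from 19.2% in intact lumbar cord to 38.0% at 7 dpi (37.0 to 39.0), 50.1% at 14 dpi (49.1 to 51.1), 44.2% at 30 dpi (43.1 to 45.2) and 40.9% at 6 mpi (39.6 to 42.2). The differences from intact lumbar cord were 18.8 points (17.5 to 20.03), 30.9 (29.6 to 32.1), 24.9 (23.7 to 26.2) and 21.6 (20.1 to 23.1), and all 4 shares lay above the intact range of 17.9% to 22.9%. Of the alternatives listed in advance, thinning every nucleus to 1000 UMIs and naming each nucleus alone moved the 6 mpi difference most, to 14.6 points. A naming rule used at first and then replaced turned the 7 dpi difference to -10.4 points.

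Astrocyte-like nuclei fell from 977 nuclei (9.01%) in intact lumbar cord to 98 (1.08%, 0.874 to 1.31) at 7 dpi, 250 (2.71%, 2.39 to 3.07) at 14 dpi, 143 (1.64%, 1.38 to 1.93) at 30 dpi and 111 (1.97%, 1.62 to 2.37) at 6 mpi, below all 3 intact libraries. OPC-like nuclei made up 4.07%, 2.55%, 3.93% and 3.99%, also below the lowest intact share of 6.82%. Oligodendrocyte-like nuclei made up 41.6%, 20.8%, 31.6% and 34.3%, and only the 14 and 30 dpi shares lay outside the intact range, below it. Neuron-like nuclei made up 13.2% (12.5 to 13.9), 19.3% (18.5 to 20.1), 14.8% (14.0 to 15.5) and 15.1% (14.2 to 16.1). The 30 dpi share was 11.4 points below intact lumbar cord (difference -11.4, -12.5 to -10.3), but all 4 lay inside the range of the 3 intact segments, and against their mean the 30 dpi difference was -0.769. Ependymal-like nuclei numbered 32, 48, 46 and 6, and endothelial-like nuclei 8, 8, 13 and 5 against 40 in intact lumbar cord, too few for expression values. T cell-like nuclei made up 0.157% of intact lumbar cord, 0.581%, 1.10% and 0.997% at 7, 14 and 30 dpi and 0.426% at 6 mpi, inside the intact range of 0.157% to 1.10% in all 4.

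**Figure D1:**
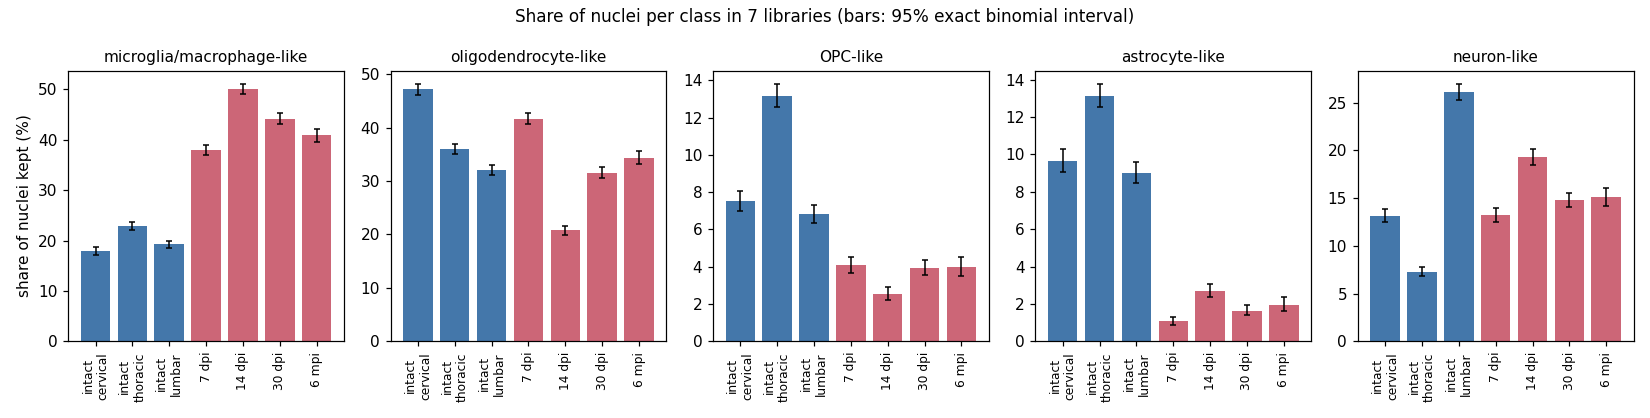
Share of kept nuclei (%) in each of 5 classes, with 1 bar per library (blue for intact cervical, thoracic and lumbar cord, red for injured lumbar cord at 7, 14, 30 dpi and 6 mpi) and exact 95% binomial intervals. The microglia-like share is 38.0% to 50.1% in the injured libraries against 17.9% to 22.9% in the intact ones, while the neuron-like shares of the injured libraries lie between those of intact thoracic (7.30%) and intact lumbar cord (26.2%).

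The study also asked whether the balance of excitatory and inhibitory neurons shifts in the spared lumbar cord. Neuron-like nuclei were sub-clustered with the transmitter genes left out, and between 26.2% and 40.0% of them per library stayed in sub-clusters without a name. The 2 largest of these scored highest as inhibitory. They held 13.9% and 12.8% of neuron-like nuclei at 7 dpi and 7.62% and 6.10% at 6 mpi, so leaving them out can move the shares below. Unnamed sub-clusters of 406 and 322 nuclei had glial genes among their leading genes, such as MOG in one and SRGN and PTPRC in the other. Both stayed in the neuron-like class. Of the neurons assigned to excitatory-, inhibitory- or cholinergic-like sub-clusters, inhibitory-like nuclei made up 47.7%, 50.1% and 52.0% in intact cervical, thoracic and lumbar cord. The injured libraries gave 48.3% at 7 dpi (44.6 to 52.0, 723 assigned), 46.7% at 14 dpi (43.9 to 49.5), 47.9% at 30 dpi (44.4 to 51.3) and 40.8% at 6 mpi (36.8 to 44.8, 611 assigned). The 6 mpi share differed from intact lumbar cord by -11.2 points (-15.6 to -6.70) and from 7 dpi by -7.52 (-12.8 to -2.16). Without removing doublets the first of these shrank to -5.29, the largest move among the alternatives. That setting counted as inhibitory-like a sub-cluster of 468 nuclei with a median of 2505 UMIs, led by microglia genes such as SRGN, CCL3 and PTPRC. Without it the difference was -9.88. The reported shares also count a sub-cluster of 128 nuclei with a median of 3309 UMIs, 72 of them from cervical cord. Its leading genes were NOS1, EYA1 and others, among them the cholinergic gene CHAT and no inhibitory marker, so the rule used for classes would have left it unnamed. Without it inhibitory-like nuclei made up 42.7%, 48.5% and 51.4% of assigned neurons in the 3 intact libraries and 40.4% at 6 mpi. The 6 mpi share then still lay below the intact range, while the other 3 injured shares lay inside it. Excitatory-like nuclei made up 46.8% of assigned neurons in intact lumbar cord, 49.9% at 7 dpi and 57.9% at 6 mpi. Over all neuron-like nuclei as the denominator, the inhibitory-like share was 36.4%, 28.9% and 29.2%, and the excitatory-like share 32.7%, 29.9% and 41.5%, in those 3 libraries. The sub-clusters and both denominators were built here, so no direction against the study's shares is read. Cholinergic-like nuclei numbered 25 in intact lumbar cord and 13, 13, 7 and 8 in the injured libraries.

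Genes for each class, 36 of 46 of them named in the study's text, were fixed in advance and their UMIs summed over the nuclei of a class, as UMI counts scaled by the class total (CPM). Positions are from the RefSeq annotation of Mmul_10. GPNMB (ENSMMUG00000012648, chromosome 3, 91829663 to 91903103) rose with time in microglia-like nuclei, from 4.50 CPM (95% Poisson interval 3.10 to 6.33, 33 UMIs) in intact lumbar cord to 65.1 at 7 dpi, 152 at 14 dpi, 493 at 30 dpi and 1521 at 6 mpi (9305 UMIs). The log2 ratios to intact lumbar cord were 3.85 (lower limit 3.35), 5.08 (4.59 to 5.62), 6.77 (6.28 to 7.31) and 8.40 (7.91 to 8.94). Against the mean of the 3 intact libraries the 6 mpi ratio was 7.46, the largest move, since intact thoracic cord alone held 19.8 CPM. CTSD (ENSMMUG00000003874, chromosome 14, 1831927 to 1867517) went from 13.8 CPM to 47.1, 42.1, 110.3 and 406, a log2 ratio of 4.88 at 6 mpi (4.59 to 5.18).

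CDH13 (ENSMMUG00000020114, chromosome 20, 69645940 to 70810617) went the other way, from 1514 CPM in intact lumbar cord, 1027 in cervical and 1132 in thoracic to 8.96, 4.72, 3.61 and 11.9 CPM, with log2 ratios of -7.40 (-7.65 to -7.16), -8.33 (-8.63 to -8.04), -8.71 (-9.03 to -8.41) and -6.99 (-7.34 to -6.66). MRC1 (ENSMMUG00000011620, chromosome 9, 18959139 to 19056976) fell from 734 CPM to 101, 107, 84.4 and 47.1. P2RY12 (ENSMMUG00000001105, chromosome 2, 53497407 to 53544222) fell less, from 1276 CPM to 650.0, 919, 846 and 607, with log2 ratios between -0.47 and -1.07, and CX3CR1 from 431 CPM to 276, 315, 168 and 141.

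The inflammatory genes had no common course. CCL3 (ENSMMUG00000062832, chromosome 16, 32445799 to 32447174) was at 93.1 CPM in intact lumbar cord and at 31.6, 314, 456 and 868 after injury, with log2 ratios of -1.56 (-1.73 to -1.39) at 7 dpi and 3.22 (3.11 to 3.34) at 6 mpi. TNF (ENSMMUG00000045654, chromosome 4, 137934540 to 137937146) went from 39.6 CPM to 56.7, 283 and 174 and then to 18.6 at 6 mpi, a log2 ratio of -1.09 (-1.41 to -0.77). The 7 dpi value lay inside the intact range of 28.8 to 71.5 CPM. IL1B fell from 226 CPM to 36.8, 92.6, 130.2 and 49.5, of which the 30 dpi value lay inside the intact range, whose lowest was 112 CPM in thoracic cord. LPL (ENSMMUG00000004712, chromosome 8, 20089661 to 20118617) was at 212 CPM in intact lumbar cord, 184.5 at 7 dpi, 224 at 14 dpi, 447 at 30 dpi and 99.7 at 6 mpi. SPP1 rose from 519.6 CPM to 1797 at 14 dpi and 2241 at 30 dpi, while 6 mpi (704) lay between intact thoracic (671) and cervical cord (797) and 7 dpi (408) below them. APOE rose from 129 CPM to 395, 263, 485 and 591. MKI67 had 0 UMIs in intact lumbar cord (interval 0 to 0.503 CPM) and 64.9 CPM (61.0 to 69.0) at 7 dpi, then 5.49, 6.23 and 0.817. TOP2A rose from 0.682 CPM (5 UMIs) to 80.3 at 7 dpi, a log2 ratio of 6.88 (5.65 to 8.50).

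**Figure D2:**
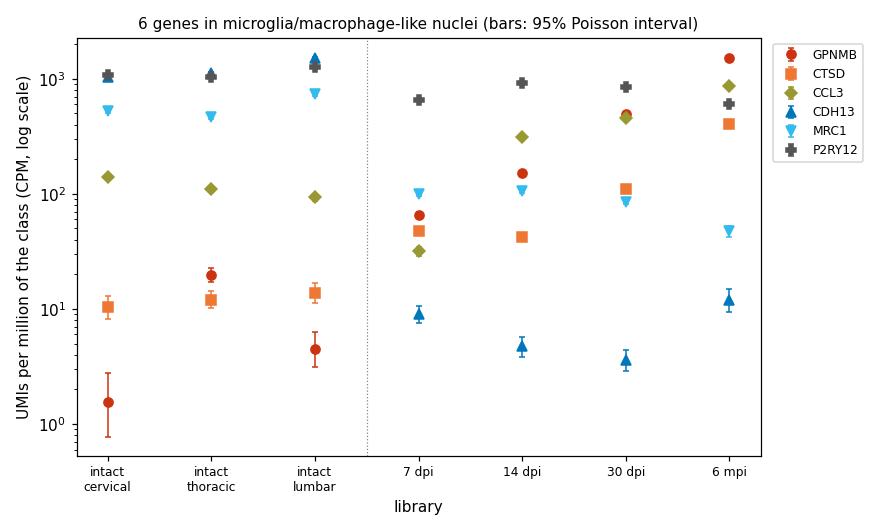
UMIs scaled by the class total (CPM, log scale) of 6 genes in microglia/macrophage-like nuclei, with 1 point per library, 95% Poisson intervals as bars and intact libraries left of the dotted line. GPNMB reaches 1521 CPM and CTSD 406 CPM at 6 mpi, while CDH13 stays between 3.61 and 11.9 CPM in the injured libraries against at least 1027 in the intact ones.

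Shares of nuclei with a UMI were compared after thinning each nucleus to 1000 UMIs, which left out 0 nuclei because the filter already required more. GPNMB was detected in 0.192% of microglia-like nuclei in intact lumbar cord (0.0523 to 0.491) and in 3.75%, 6.54%, 20.1% and 47.1% after injury (45.1 to 49.2 at 6 mpi). Neuron-like nuclei, which should lack it, gave 0.0705% in intact lumbar cord and at most 1.29% (6 mpi). They include the sub-cluster of 322 nuclei led by SRGN, 3.40% of neuron-like nuclei at 6 mpi, so this background may hold microglia RNA. Median depths at 6 mpi were 2384 UMIs in microglia-like and 21329 in neuron-like nuclei. Unthinned, the microglia-like shares were 0.336%, 8.31%, 12.9%, 36.9% and 55.8%, and the neuron-like share at 6 mpi was 17.7%. CDH13 was detected in 59.7% of thinned microglia-like nuclei in intact lumbar cord (76.8% unthinned) and in 0.664%, 0.672%, 0.415% and 0.825% after injury. The shares in oligodendrocyte-like nuclei, planned as background, were 3.01%, 2.35%, 4.54% and 9.40%. That class is not shown to lack the gene, so detection above background is not judged. The unthinned shares after injury were 2.57%, 1.99%, 1.92% and 1.87% against 8.54%, 9.96%, 15.7% and 26.3%, at median depths of 4205 and 4683 UMIs at 7 dpi.

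Nuclei with 2 or more genes of a proliferation list made up 0.240% of thinned microglia-like nuclei in intact lumbar cord and 8.92% (7.99 to 9.91) at 7 dpi, then 0.867%, 1.12% and 0.478%. At 7 dpi the share was 3.24% in oligodendrocyte-like nuclei, whose own leading genes include the list gene ANLN, and 0.663% in neuron-like nuclei (median depth 26010). Unthinned, it was 2.78% and 16.6% in microglia-like nuclei, below the 55.3% of the much deeper neuron-like nuclei at 7 dpi. In OPC-like nuclei the thinned share was 0.406% in intact lumbar cord and 4.31% (2.48 to 6.91) at 7 dpi, against 0.663% (0.287 to 1.30) in neuron-like nuclei, and the unthinned shares were 10.3% and 15.4%. Oligodendrocyte-like nuclei were planned as background too but express ANLN. Median depths of OPC-like nuclei were 5885 and 5805 UMIs.

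In oligodendrocyte-like nuclei, SERPINA3 (ENSMMUG00000011218, chromosome 7, 156782203 to 156794320) had 2 UMIs in intact lumbar cord (0.0788 CPM, 0.00954 to 0.285) and 64.0 CPM (60.7 to 67.4) at 7 dpi, a log2 ratio of 9.67 (7.81 to 12.71), and 3.34, 5.15 and 2.83 CPM later. Its thinned share was 5.22% (4.53 to 5.98) at 7 dpi against 2.32% (1.55 to 3.34) in neuron-like nuclei. Unthinned, it was 21.7% against 43.5%, at median depths of 4683 and 26010 UMIs, an order that depth alone can give. Its CPM was 2.40% of that in astrocyte-like nuclei of the same library, where 197 other astrocyte genes had a median of 1.06%. Free RNA can therefore account for it, and expression is not judged from these counts. The study also stained the protein. It reported SERPINA3-positive oligodendrocytes in lumbar cord at 7 dpi, more in the corticospinal tract than in the fasciculus gracilis, which free RNA in droplets does not bear on. MT2A rose from 3.86 CPM to 109 at 7 dpi and then lay at 3.60, 4.71 and 7.82. NRXN3 rose from 33.7 CPM to 475, 57.0, 153 and 82.5. UBASH3B rose to 60.0 CPM at 7 dpi from 16.5 and was lower than in the 3 intact libraries at 14 dpi (13.6) and 6 mpi (10.6). MBP and MOG changed little, with log2 ratios between -0.24 and 0.52 in all 4 injured libraries.

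In OPC-like nuclei GFAP rose from 94.8 CPM to 684.5 at 7 dpi (log2 ratio 2.85, 2.70 to 3.01) and 193, 149.5 and 279 later. SERPINA3 rose from 1.25 CPM (6 UMIs) to 81.8 at 7 dpi, and MKI67 from 1.25 CPM to 22.8 (17.1 to 29.9). GFAP and SERPINA3 also rose in astrocyte-like nuclei at 7 dpi. Whether free RNA from those accounts for the rises of both genes in OPC-like nuclei was not tested, so expression there is not judged. TOP2A was at 2.08 CPM in intact lumbar cord and 16.8, 1.19, 10.1 and 1.07 after injury, the last from 1 UMI. GRM5 and DSCAM had log2 ratios between -0.46 and 0.35. In astrocyte-like nuclei GFAP (ENSMMUG00000013115, chromosome 16, 56169389 to 56180984) rose from 944 CPM to 4846, 2797, 3034 and 3293, with a log2 ratio of 2.36 (2.30 to 2.42) at 7 dpi. SERPINA3 rose from 5.37 CPM to 2669.5 at 7 dpi (log2 8.96, 8.52 to 9.43) and 38.2, 216 and 19.3 later, and CHI3L1 from 11.9 CPM to 1441, 61.1, 163 and 47.4. SPP1 rose from 9.85 CPM to between 45.3 and 119.9, and C3 from 2.69 CPM (21 UMIs) to 30.3 at 7 dpi from 24 UMIs. THBS1 had at most 3 UMIs in any injured library. SLC1A2 fell from 5532 CPM to 1718 at 30 dpi, but intact thoracic cord held 1874 CPM. For IL33 (94.7 to 199.6 CPM after injury), VCAN (119.9 to 383) and ITPRID1 (204 to 511) the intact libraries spanned 163 to 357, 286 to 685 and 249.6 to 585 CPM. These values rest on the 98 to 250 astrocyte-like nuclei of the injured libraries.

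In neuron-like nuclei GAD2 (ENSMMUG00000012233, chromosome 9, 27214469 to 27303983) fell from 115 CPM to 71.6, 65.8, 80.0 and 53.8, a log2 ratio of -1.09 (-1.18 to -1.01) at 6 mpi, and all 4 values lay below the intact range. GAD1 fell from 77.6 to 54.8 CPM at 6 mpi (log2 -0.50, -0.59 to -0.42) and SLC6A5 from 72.9 to 51.2 (log2 -0.51). SLC17A6 was at 50.8 CPM in intact lumbar cord and 59.2 at 6 mpi (log2 0.22, 0.13 to 0.31). CHAT was at 4.92 CPM and, after injury, 4.47, 3.66, 2.72 and 4.22, all below the lowest intact value, with an interval of the log2 ratio that held 0 at 7 dpi and 6 mpi. GAP43 had log2 ratios between -0.09 and 0.11. ATF3 was at 1.00 CPM and at 0.509, 2.06, 0.924 and 1.12, and NPY at 12.5 CPM and at 10.98, 11.4, 21.0 and 11.97.

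The rule fixed in advance then took, per class, the 3 genes with the largest rise and the largest fall in all 4 injured libraries that also lay outside the intact range. In microglia-like nuclei the rises were FAM110B (ENSMMUG00000055289, chromosome 8, 58648683 to 58802052), GPNMB and PRR5L. FAM110B went from 3.14 CPM to 123, 131, 133 and 70.8, log2 ratios of 5.30, 5.38, 5.40 and 4.50, and PRR5L from 1.91 CPM to between 29.5 and 70.6. The falls were CDH13, LYVE1 and MRC1, and LYVE1 went from 15.8 CPM (116 UMIs) to at most 12 UMIs. In oligodendrocyte-like nuclei FGF1, CPB1 and ACTN2 rose, with log2 ratios between 2.31 and 5.29, and ADAMTSL5, C9 and HEYL fell, with C9 at 0 UMIs at 6 mpi. In OPC-like nuclei MTERF1, PSPH and BMPER rose by log2 ratios between 0.79 and 2.06, and ACSBG2, COL4A3 and ADRA1A fell. COL4A3 went from 737 CPM to between 210 and 273. In astrocyte-like nuclei GFAP, BBOX1 and SMAD3 rose, and IL1RAPL2 fell from 74.9 CPM to between 5.58 and 12.9. SPATC1L and OR3A1 also fell but had at most 5 UMIs after injury. In neuron-like nuclei SULT1C3, BHMT2 and GPAT2 rose, with SULT1C3 from 3.70 CPM to 25.3, 10.4, 17.2 and 33.7, and PTPRH, SOD2 and SLC28A2 fell. SOD2 (ENSMMUG00000050418, chromosome 4, 10902818 to 10916241) went from 55.1 CPM to 18.1, 21.0, 20.9 and 19.7. SLC28A2, a leading gene of a neuron-like cluster of 90 nuclei that CHAT also led, went from 10.8 CPM to 4.07, 0.278, 0.0504 and 0.172. OR3A1 and SULT1C3 have no unique position in the annotation used here.

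The study reported that genes of splicing, autophagy and starvation responses rise in the spared lumbar cord. It drew on oligodendrocyte subsets, partly against tissue nearer the lesion, on enrichment among upregulated genes of neurons at 6 mpi, and on electron microscopy of autophagosome-like structures. Gene lists on these and other themes were fixed in advance and written by hand. They were taken over whole classes against intact lumbar cord, so they do not repeat the study's comparisons. Each list's median log2 ratio (CPM + 1) to intact lumbar cord was ranked among 10000 random lists of equal size and expression. Of the 20 comparisons of 5 classes in 4 injured libraries, the interferon response list was in the highest 2.5% in 20, with medians from 0.28 in neuron-like nuclei at 6 mpi to 1.75 in astrocyte-like nuclei at 7 dpi. Among 10 comparisons of intact cervical or thoracic with intact lumbar cord it was there in 1. In oligodendrocyte-like nuclei at 7 dpi its median of 1.08 moved most, to 0.49, with a pseudocount of 10 CPM. The phagocytosis and lipid handling list was in the highest 2.5% in 19 of 20, with medians from 0.23 to 1.06, and in 3 of 10 intact comparisons.

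The RNA splicing list had medians of -0.32, -0.44 and -0.42 in microglia-like nuclei at 7, 14 and 30 dpi, in the lowest 2.5% each time, and of 0.13 at 6 mpi, at the 89.6th percentile. In the other 4 classes it was in the highest 2.5% at 6 mpi, with medians of 0.42 in oligodendrocyte-, 0.49 in OPC-, 0.32 in astrocyte- and 0.38 in neuron-like nuclei. At 14 dpi it was in the lowest 2.5% in oligodendrocyte- (-0.17), OPC- (-0.22) and neuron-like nuclei (-0.16), and at 30 dpi likewise (-0.21, -0.14 and -0.16). At 7 dpi its medians were 0.045 in oligodendrocyte-, -0.11 in OPC-, -0.015 in astrocyte- and 0.017 in neuron-like nuclei. Of all 20 injured comparisons, 10 were in the lowest 2.5% and 4 in the highest. With median-of-ratios scaling, which shifts all log2 ratios of a class by up to 0.22 at 6 mpi, the oligodendrocyte-like value at 6 mpi was 0.23. The autophagy list was outside the central 95% in 0 of the 20 injured comparisons, with medians from -0.09 to 0.28. The starvation response list was above it in 1, microglia-like nuclei at 6 mpi (0.38, 98.5th percentile).

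The homeostatic microglia list, which shares 2 genes with the class markers, fell in microglia-like nuclei (-0.53, -0.45, -0.59 and -0.75, each in the lowest 2.5%). Outside that class it was in the highest 2.5% in 12 of 16 injured comparisons, up to 1.56 in astrocyte-like nuclei at 7 dpi, and in 4 of the intact ones. Microglia RNA in the other classes can raise it there, and with it the phagocytosis list. The myelination list, which shares 6, had medians between -0.02 and 0.02 in oligodendrocyte-like nuclei of the injured libraries. In neuron-like nuclei the axon growth list had medians between -0.06 and -0.02, none outside the central 95%. The synapse and ion channel list had -0.09 and -0.07 at 7 and 30 dpi, in the lowest 2.5%. At 14 dpi and 6 mpi it had -0.05 and -0.07, which were not. Over all 5 classes, 6 of 10 intact comparisons with this list were also in the lowest 2.5%, so that rank does not set injury apart. The proliferation list had medians of 4.21, 1.15, 1.68 and 0.31 in microglia-like and 1.99, -0.20, 1.56 and -0.58 in OPC-like nuclei, and 0.40 and 0.80 in those classes of intact thoracic cord. The immediate early and heat shock list, read as a sign of tissue handling, had -0.30, 0.30, 0.29 and 0.39 in microglia-like nuclei, and -0.36 in intact cervical cord. Over all 5 classes it was in the highest 2.5% in 9 of 20 injured comparisons and in the lowest in 2, with medians up to 0.93. Of the 10 intact comparisons, 3 were in the highest 2.5% and 1 in the lowest.

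**Figure D3:**
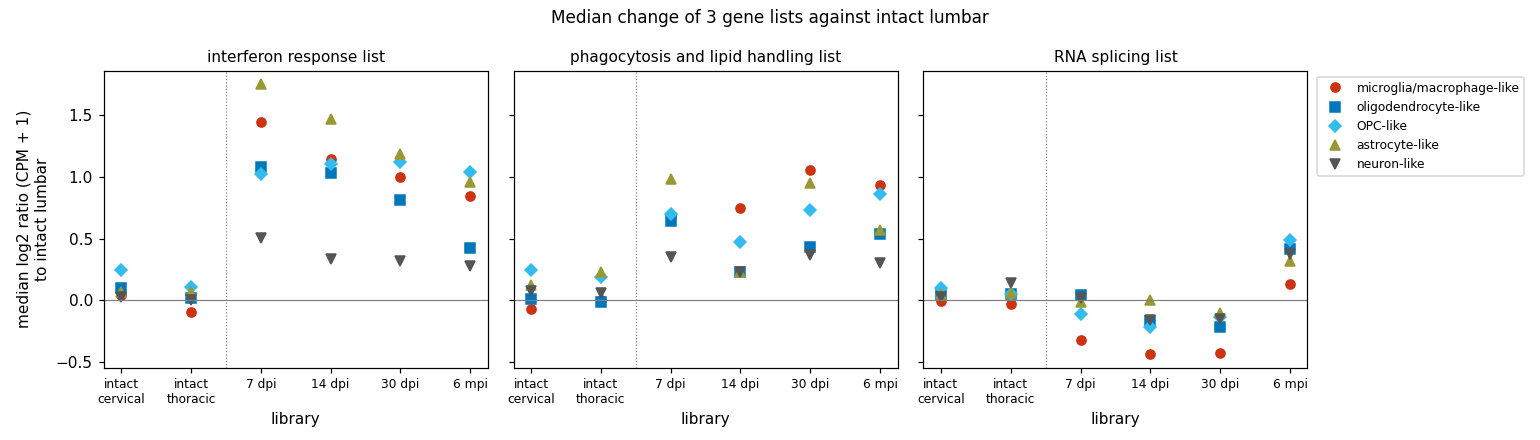
Median log2 ratio (CPM + 1) to intact lumbar cord of 3 gene lists in 5 classes, with 1 point per class and library and the 2 intact segments left of the dotted line. The interferon list lies between 0.28 and 1.75 after injury, and the splicing list is above 0 in all 5 classes at 6 mpi only among the injured libraries.

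The last comparison asked which classes differed most from intact lumbar cord. The standard deviation (SD) over genes of the log2 ratio was taken after drawing equal numbers of nuclei and UMIs from each library, as the mean of 20 draws. In microglia-like nuclei it was 0.72, 0.67, 0.79 and 0.89 at 7, 14, 30 dpi and 6 mpi, against 0.22 and 0.24 for intact cervical and thoracic cord and 0.13 for a second draw of intact lumbar cord. Counting genes from 20 CPM in place of 50 moved the 6 mpi value to 0.91, the largest move. Oligodendrocyte-like nuclei gave 0.46, 0.40, 0.41 and 0.45 against 0.13 and 0.17, and neuron-like nuclei 0.27, 0.23, 0.23 and 0.27 against 0.15 and 0.19. OPC-like nuclei gave 0.51, 0.41, 0.53 and 0.48 against 0.36 and 0.37. Astrocyte-like nuclei gave 0.85, 0.55, 0.63 and 0.60 against 0.38 and 0.51, from 98 nuclei per library, where a second draw of intact lumbar cord alone gave 0.34. Values are comparable within a class and not between classes, because the numbers of nuclei drawn differed.

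**Figure D4:**
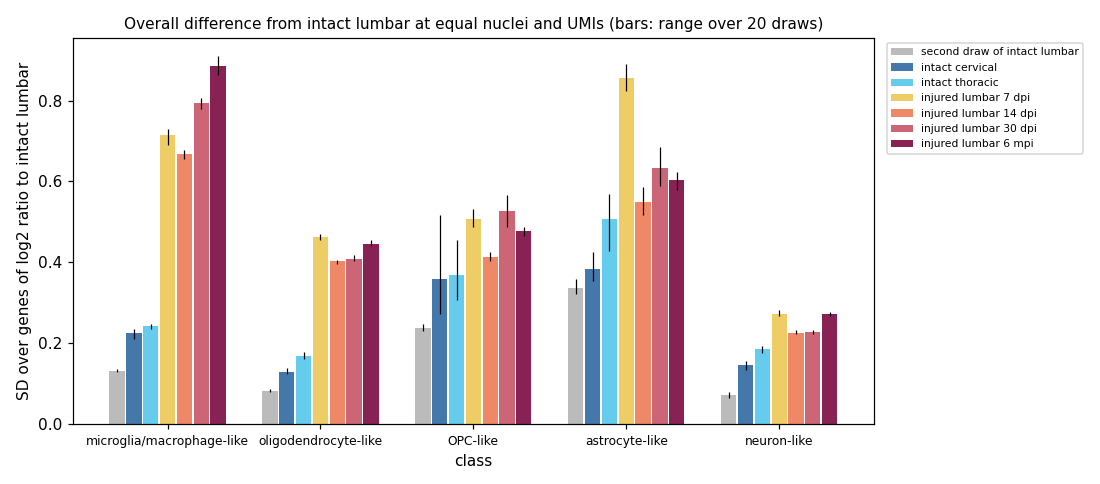
SD over genes of the log2 ratio to intact lumbar cord in 5 classes, with 1 bar per library, a grey bar for a second draw of intact lumbar cord, and lines for the range over 20 draws. Microglia-like nuclei of the injured libraries lie at 0.67 to 0.89 against 0.22 and 0.24 in the other intact segments, and OPC- and astrocyte-like ranges of intact and injured libraries overlap in part.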

Values the study reported

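The study states that 199,870 cells or nuclei remained after low-quality ones and doublets were excluded, over all its regions. For the spared lumbar cord it gives microglia as 18.8% of cells in the intact animal and 45.1% at 30 dpi, and astrocytes as 9.3% at 0 dpi and under 2.4% after injury. Neurons went from 29.1% to 15.7%. Among interneurons of the spared lumbar cord, it gives a change from 7 days to 6 months of 38.59% to 52.63% for inhibitory and of 54.44% to 44.74% for excitatory neurons.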

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

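Of the tests in this part, the one of tissue handling against CCL3 and TNF was chosen only after the result was seen. Each pattern below was singled out because injured libraries moved in opposite directions against intact lumbar cord. No difference between time points was tested, because each was 1 library, and animal, age and library coincided with time.

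In microglia-like nuclei 3 inflammatory or lipid genes changed direction with time. LPL had a log2 ratio of 1.08 at 30 dpi and -1.09 at 6 mpi, a difference of 2.16. CCL3 was at 3.22 at 6 mpi and -1.56 at 7 dpi, a difference of 4.78. TNF was at 2.84 at 14 dpi and -1.09 at 6 mpi, a difference of 3.92. Activation of microglia while the tissue was handled is a technical explanation that would move CCL3, TNF and IL1B together within a library. At 6 mpi, where CCL3 was highest, IL1B had a log2 ratio of -2.19, and in 2 of the 3 libraries with raised CCL3 it lay below the intact range. In the other, 30 dpi, it lay inside that range. In 0 of the 4 injured libraries did CCL3, TNF and IL1B move in the same direction. The immediate early and heat shock list in microglia-like nuclei, however, had medians of -0.30, 0.30, 0.29 and 0.39 at 7, 14, 30 dpi and 6 mpi, with the sign of CCL3 in 4 of 4. TNF was raised with the list at 14 and 30 dpi, but at 6 mpi it fell (-1.09) while the list and CCL3 rose. At 7 dpi TNF lay inside the intact range. Handling therefore cannot be told apart from a change with injury. IL1B lay below the intact range in only 2 libraries and TNF fell at 6 mpi, while the list goes with CCL3 in all 4. The intact reference may itself carry such activation, since the microglia-like cluster led by IL1B and NR4A2 came mostly from intact lumbar cord. A fall below that reference therefore does not argue against handling in the injured libraries. Differences between the animals stay open too. A change of the response with time after injury may also contribute, and it was not tested.

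The RNA splicing list went down at 14 and 30 dpi and up at 6 mpi in 3 classes. In oligodendrocyte-like nuclei the median was 0.42 at 6 mpi and -0.21 at 30 dpi, a difference of 0.63. In OPC-like nuclei it was 0.49 at 6 mpi and -0.22 at 14 dpi, a difference of 0.70, and in neuron-like nuclei 0.38 and -0.16, a difference of 0.54. The 6 mpi library was the shallowest. Scaling to the class total is argued against, because the smallest of the 3 medians at 6 mpi with median-of-ratios size factors was still 0.23. Free RNA, which weighs more in shallow nuclei, would lower the list median in deep ones. In oligodendrocyte-like nuclei at 6 mpi the deeper part had 0.46 and the shallower 0.25, and neuron-like nuclei had 0.42 and 0.35, while OPC-like nuclei, from 113 and 112 nuclei, went the other way with 0.33 and 0.50. This argues against free RNA as the whole cause outside OPC-like nuclei. Gene length bias cannot be told apart from a change of the list. Among random lists matched also on length, the lowest percentile of the 3 classes at 6 mpi was 98.7, but OPC-like nuclei at 30 dpi were at 4.27 and oligodendrocyte-like nuclei at 14 dpi at 2.78, both no longer in the lowest 2.5%. Outside the 3 classes, astrocyte-like nuclei at 6 mpi were at 53.5. Intact thoracic neuron-like nuclei were at percentile 100 too, with a median of 0.14, so differences between libraries of intact cord reach the same percentile. A change in splicing genes 6 months after injury stays open as an untested explanation.

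The proliferation list in OPC-like nuclei had medians of 1.99 at 7 dpi and -0.58 at 6 mpi, a difference of 2.57. Few UMIs are enough to account for the fall: the summed UMIs of the list at 6 mpi, 130 in 225 nuclei, gave a log2 ratio of -0.019 (-0.30 to 0.25). The summed values were 1.51 at 7 dpi, -0.53 at 14 dpi and 1.12 at 30 dpi, against 0.72 and 0.73 in intact cervical and thoracic cord. The rise at 7 and 30 dpi therefore exceeded the other intact segments, and the fall at 6 mpi was not detectable at this depth. An OPC-like cluster of 124 nuclei with MYBL2, DTL, BRCA2 and MKI67 among its leading genes held 69 of the 371 OPC-like nuclei at 7 dpi and 10 of 739 in intact lumbar cord. At 30 dpi it held 9 of 343, against 30 of 1449 in intact thoracic and 3 of 691 in intact cervical cord. It held 2 of 235 at 14 dpi and 1 of 225 at 6 mpi. The cluster therefore bears on the rise at 7 dpi and says little about 30 dpi. Most of its nuclei came from 7 dpi, so it may also reflect that library. Whether free RNA of dividing microglia-like nuclei adds to the rise was not tested.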

How the results depend on the processing

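Over class shares, transmitter shares, genes, UMI shares, lists and overall differences, 840 values were recomputed under the alternatives that apply to each, which gave 3912 alternative values. Of these, 3156 stayed within the counting interval of the reported value or, for lists, on the same side of the central 95% of random lists, 740 moved further and 16 changed sign in a value that had been called. A value was called where its interval excluded 0 and it lay outside the intact range, or where a list lay outside the central 95% on the side of its sign. Of the 353 called values, 337 kept their direction under every alternative run. The 2 earlier naming rules were added after seeing the data. They gave 60 values, of which 53 were unchanged in this sense, 6 moved and 1 reversed. Leaving out neuron sub-clusters with low UMI counts, with and without doublet removal, was also added then. It left 22 transmitter values unchanged and moved 2. No paired analysis was possible because each group was 1 library. Where a value below moved or reversed, the cause was not tested.

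The difference in the microglia-like share reversed at 7 dpi, to -10.4 points, under the first naming rule, and at 6 mpi it moved to 1.51 points under the same rule. The alternatives other than the earlier naming rules kept all 4 differences positive. With the stricter filter they were 20.4, 32.8, 27.5 and 17.5 points at 7, 14, 30 dpi and 6 mpi. With 10% of nuclei removed as doublets the 14 dpi difference was 28.7. With classes named per nucleus the 6 mpi difference was 18.3, and after thinning as well it was 14.6, against 21.3 at 30 dpi.

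The fall of the astrocyte-like share at 30 dpi was -8.97 points against the mean of the 3 intact libraries and -4.36 with thinned nuclei named singly. The fall of the neuron-like share at 30 dpi was -0.769 against the mean of the 3 intact libraries, so it rests on intact lumbar cord as the reference. It was -13.8 with the stricter filter, -10.1 without a filter, -12.8 without doublet removal and -9.46 with thinned nuclei named singly. The difference in the inhibitory-like share at 6 mpi was -5.29 without doublet removal and between -14.2 and -5.29 over all alternatives. The excitatory-like difference at 30 dpi reversed to -2.16 without doublet removal. That setting counted a sub-cluster of 468 nuclei led by microglia genes as inhibitory-like, and without it the 2 differences were -9.88 and 3.62. With doublets removed, leaving out a sub-cluster of 128 nuclei with low UMI counts gave -11.1 and 4.17.

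Among genes, GPNMB in microglia-like nuclei at 6 mpi had a log2 ratio of 7.46 against the mean of the 3 intact libraries. CDH13 at 30 dpi was at -8.41 against that mean and at -7.73 with each library clustered alone. GFAP in astrocyte-like nuclei at 7 dpi was at 2.17 with median-of-ratios scaling, 2.05 as a mean over nuclei, 1.96 against the mean of the 3 intact libraries, 2.42 without doublet removal and 2.23 with each library clustered alone. TOP2A in OPC-like nuclei at 30 dpi reversed to -0.022 with each library clustered alone. SERPINA3 in oligodendrocyte-like nuclei at 7 dpi stayed between 8.85 and 9.67.

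The remaining 13 reversals arose where lists were limited to genes of at least 50 CPM, which left 3 to 18 genes in these lists. The synapse list became 0.62 at 7 dpi and 0.22 at 30 dpi in microglia-like nuclei, -0.024 at 14 dpi and 0.33 at 30 dpi in oligodendrocyte-like nuclei, and 0.25 at 7 dpi in astrocyte-like nuclei. The homeostatic list became -0.091, -0.26 and -0.0075 at 7, 14 dpi and 6 mpi in oligodendrocyte-like nuclei, and -0.15 and -0.10 at 14 and 30 dpi in neuron-like nuclei. The phagocytosis list became -0.14 in oligodendrocyte-like nuclei at 6 mpi and -0.22 in astrocyte-like nuclei at 30 dpi, and the axon growth list -0.072 in OPC-like nuclei at 14 dpi. The interferon list in oligodendrocyte-like nuclei at 7 dpi stayed between 0.49 and 1.08, the splicing list there at 6 mpi between 0.23 and 0.48, and the overall difference of microglia-like nuclei at 6 mpi between 0.87 and 0.91.

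Few nuclei limit the astrocyte-, ependymal-, endothelial- and T cell-like values. The 98 astrocyte-like nuclei at 7 dpi and 111 at 6 mpi give wide intervals for genes with few UMIs, and the UMI shares moved with depth in 56 of 70 alternative values.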

Other observations

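Of the tests in this part, those of replaced cells against CDH13 and of neuron loss against the microglia-like share were chosen only after the result was seen. FKBP5 was also singled out after its values were seen. All hypotheses below were found and tested on the same libraries, and differences between single animals stay open for each.

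The interferon list was higher in all 5 classes after injury. If free RNA from microglia-like nuclei brought it into oligodendrocyte-like nuclei, microglia markers would come with it to the same degree. The rise of the list in oligodendrocyte-like nuclei, as a percentage of its level in microglia-like nuclei, was 26.4, 21.7, 19.99 and 3.52 times the markers' percentage at 7, 14, 30 dpi and 6 mpi. This argues against free RNA from microglia-like nuclei as the whole cause in oligodendrocyte-like nuclei. OPC-, astrocyte- and neuron-like nuclei were not tested in this way. In astrocyte-like nuclei at 7 dpi the homeostatic microglia list rose as well, with a median of 1.56, so microglia RNA stays open there. A candidate explanation is an interferon response in several classes of the spared cord, which 1 library per time point cannot separate from an infection or another state of single animals.

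CDH13 fell from 1514 CPM to between 3.61 and 11.9 CPM in microglia-like nuclei. A variant of the injured animals against the reference would lower CDH13 in all classes, but in OPC-like nuclei, the class where it changed least, its largest change was 0.23 on the log2 scale. In neuron-like nuclei it fell by 0.22, 0.42, 0.18 and 0.27 at 7, 14, 30 dpi and 6 mpi, and in oligodendrocyte-like nuclei by 2.22, 2.74, 1.66 and 0.44. The cause of those falls was not tested. Replacement of microglia by cells without P2RY12 is argued against as well, since the lowest log2 ratio of P2RY12 was -1.07. A change of state in cells that keep P2RY12, and replacement by cells that express it, both stay open.

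SERPINA3 in oligodendrocyte-like nuclei at 7 dpi had 2.40% of its level in astrocyte-like nuclei. Among 197 other genes far higher in astrocyte-like nuclei, this percentage was at the 69.0th percentile, a value consistent with free RNA from astrocyte-like nuclei. Some expression by oligodendrocyte-like nuclei is not excluded, and the study's immunostaining reported the protein in lumbar oligodendrocytes at 7 dpi.

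The share of microglia-like nuclei rose while that of neuron-like nuclei fell. Loss of neuron-like nuclei alone would leave the ratio of microglia- to oligodendrocyte-like nuclei within the intact values of 0.379, 0.637 and 0.600. It was 0.914, 2.41, 1.40 and 1.19 at 7, 14, 30 dpi and 6 mpi, so the lowest, 0.914, still lay above them. More microglia-like nuclei, or fewer oligodendrocyte-like ones at nuclear isolation, may each contribute. The study's immunostaining of sections reported a higher proportion of microglia, without a clear change in the density of astrocytes and neurons. More microglia-like nuclei alone would not lower the ratio of astrocyte- to oligodendrocyte-like nuclei. That ratio was 0.205, 0.366 and 0.281 in intact cervical, thoracic and lumbar cord. It was 0.0258, 0.130, 0.0519 and 0.0573 at 7, 14, 30 dpi and 6 mpi.

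FKBP5, a gene raised by glucocorticoids, was at 3551, 2788 and 4095 CPM in microglia-like nuclei of intact cervical, thoracic and lumbar cord and at 802, 574, 491 and 1060 after injury. A list of 12 other glucocorticoid response genes was in the lowest 2.5% of random lists in 16 of 20 injured comparisons and in 2 of 10 intact ones. In microglia-like nuclei its medians were -0.83, -0.52 and -0.74 at 7, 14 and 30 dpi and 0.06 at 6 mpi, and in neuron-like nuclei at 6 mpi it was 0.19. These values go with a lower glucocorticoid response in the injured animals at the time of sampling, or with a higher one in the intact animal. By the study's account the 3 intact libraries come from 1 animal, so the 2 readings cannot be told apart. Stress, time of day or anaesthesia of the animals could each act this way, and none was tested.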
